A study of Mus musculus with 8 samples. Its data were reported in "The splicing regulator PTBP1 controls the activity of the transcription factor Pbx1 during neuronal differentiation" (2015).

How the data were processed

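The samples were poly-A RNA libraries of mouse 46C neuronal progenitor cells (NPCs) taken 48 h after transfection with 10 nM siRNA, 2 samples in each of 4 groups. Per the labels, stranded libraries were sequenced as 50 nt read pairs on an Illumina HiSeq2000 instrument. CASAVA, with no version, and the mouse build mm9 are named in the submitters' processing notes. The authors pooled the reads of both siRNA sets of a group and then ran SpliceTrap, a program that estimates how often the middle exon of 3 consecutive exons is included. The SpliceTrap version and the read mapper are not given in the sources used here. Groups were assigned from the treatment named in the labels, and each deposited table was matched to its group by the file named in the sample descriptions.

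Each of the 4 deposited tables held 228323 events of 4 classes: cassette exons, alternative 3′ and 5′ splice sites and retained introns. The inclusion ratio is a fraction from 0 to 1 that the authors obtained with SpliceTrap after its inclusion ratio model (IRM) correction, with a ceiling of 99.9%. The other deposited inclusion ratio, taken before that correction, served only to count the events that the correction moved by over 0.5 points, which were 14.1% of the control events with a quality mark. The junction counts are whole numbers of reads that the authors deposited for the junctions into, out of and around the middle exon. The coverage of the middle exon is a deposited signal, the mean read depth per base, and was used only to describe depth. The other 3 deposited value columns of each table, the coverage of the flanking exons and of the full isoform, were not used. Only events with SpliceTrap's own quality mark entered, 147513 in siControl, 145696 in siPtbp1, 145633 in siPtbp1/2 and 150810 in siPtbp2.

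From these tables PSI (percent spliced in) was taken as the corrected inclusion ratio in percent, and ΔPSI as the knockdown minus siControl in percentage points. An event was measured when it had a quality mark and at least 10 junction reads in both groups compared, and it was called changed at a ΔPSI of at least 15 points in size. The study also used a p-value whose computation is not described well enough to be repeated, so none was applied. A second PSI was recomputed from junction reads alone, as the mean of both inclusion junctions over that mean plus the skipping reads. Calls by both estimates needed at least 15 points in the same direction by each, a rule added after the SpliceTrap values had been seen. Each PSI carries a Wilson 95% interval from the junction reads of the event. Without replicates no p-value was computed, and no interval covers the spread between samples. Intervals of PSI and read shares cover counting error only, and those of SpliceTrap PSI leave out the error of its exon coverage. Intervals of correlations, medians and shares over exons treat exons as independent. Reads from amplified libraries without molecular identifiers are not independent molecules, which the intervals leave out.

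Positions are those of the first base of an exon or segment on this build, counted from 1. Gene names and exon annotation came from GENCODE vM1 on the same build by the edges of the exons, which named 98.1% of the events, and 1.80% had no gene name. Cassette exons present in several events were represented by the event with most reads in analyses across exons, which left 112584 exons measured in all 4 groups. Reads per gene were the reads of 406367 junctions, each taken once, as a share of all junction reads of the group. The sequence of 100 nt of intron on either side of an exon was read from the genome for pyrimidine content and for the motif TCTT.

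The exons named in the text were set by a rule fixed before the data were examined, as were the main settings, the alternatives and the gene lists. It takes the 12 largest rises and 10 largest falls of cassette exons in siPtbp1 and in siPtbp1/2, the 6 largest of each in siPtbp2, the 4 largest changes of each other class in siPtbp1 and siPtbp1/2, the 8 exons with the largest excess of the siPtbp1/2 change over the larger single change, and every PTB target gene listed beforehand. An exon without a gene name did not use up a place. Exons outside this rule, including all examples of the functional gene lists, are named with the remark that they were chosen after their values were seen.

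There were 15 gene lists: the target genes, PTB targets named in the study text, a list kept apart of the PTB targets Pkm2 (also under Pkm), Eif4g2, Dlg4 and Ptbp1, PTB targets from general knowledge, genes for the cytoskeleton and motors, for synapse, adhesion and membrane traffic, for small GTPase regulation, for transcription regulation and for RNA binding and splicing, marker genes of neurons, neural progenitors, pluripotent cells, astrocytes and oligodendrocytes, and mesoderm, fibroblasts and endoderm, and growth arrest and stress genes. Cassette exons that the study lists as changed between NPCs and motor neurons, or in depleted ESCs, were also followed. Counts and medians of lists were set against 10000 random lists of exons matched on reads, and for the study's exon lists on control PSI as well. Correlations between knockdowns share the control library. Unchanged groups were therefore simulated 100 times as junction reads against the same control, and the overlap expected of independent lists drawn from all measured exons was computed. Calls from junction reads were compared with 100 simulated data sets without any effect, a comparison added after the counts had been seen.

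The calling step was tested on simulated junction reads, with PSI recomputed from them, in which 50 exons per size were changed among 112584. SpliceTrap PSI was not simulated, so the rates below do not give the error of the SpliceTrap calls. Changes of 20 points were called in the right direction for 82% of the exons in siPtbp1, 78% in siPtbp1/2 and 76% in siPtbp2, and changes of 30 points for 98%, 92% and 98%. Among 112384 exons left unchanged in this single simulation, counting error alone produced 325, 365 and 297 calls. The changed exons were drawn from those with a control PSI near the middle of the range, where counting error is largest, and these numbers leave them out. The 100 simulations without any effect kept such exons and gave higher means, 394, 398 and 344 calls, with a range from 364 to 450 in siPtbp1/2. Whether the exons left out account for the difference was not tested. Alternatives were thresholds of 10, 20 and 30 points, minimums of 0, 20 and 50 reads, intervals that do not overlap, junction PSI and merging of overlapping events. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.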

Results

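PTBP1 and PTBP2 are related RNA-binding proteins that bind pyrimidine-rich sequence and repress or activate nearby exons. PTBP1 is made in most cell types outside neurons and PTBP2 mainly in developing neurons. Mouse 46C neuronal progenitor cells (NPCs), grown from an embryonic stem cell (ESC) line, were transfected with siRNAs against Ptbp1 (siPtbp1), Ptbp2 (siPtbp2), both (siPtbp1/2) or with control siRNAs (siControl) and harvested after 48 h. The 8 samples formed 4 groups of 2, and both samples of a group were combined before splicing was estimated. Each value below is therefore the authors' pooled value for a group, without replicates, standard deviations or p-values. Intervals in brackets are 95% limits that hold no spread between samples. For PSI and read shares they cover counting error of junction reads alone. For correlations, medians and shares over exons they treat exons as independent. Brackets after simulated counts give the range over the simulations. The tables held 228323 splicing events, of which 218362 were cassette exons, 5602 alternative 3′ splice sites, 3179 alternative 5′ splice sites and 1180 retained introns. Counting each junction once gave 25380997 junction reads in siControl, 27293080 in siPtbp1, 24543073 in siPtbp1/2 and 27924124 in siPtbp2. Percent spliced in (PSI) is the share of transcripts that include the exon or segment as estimated by SpliceTrap, which draws on exon coverage as well as junction reads. Because 79.2% of the cassette events with a quality mark in siControl had no read that skips the exon, PSI from junction reads alone is given as a second estimate. An event is called changed when PSI differed from siControl by at least 15 points.

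Ptbp1 and Ptbp2 transcripts, the targets of the siRNAs, fell in the groups whose labels name them. Reads on Ptbp1 junctions went from 651 RPM (reads per 1000000 junction reads) in siControl to 145 in siPtbp1 and 174 in siPtbp1/2, which left 22.3% (21.6 to 23.1) and 26.8% (25.9 to 27.7), while siPtbp2 kept 90.2%. Ptbp2 fell from 220.4 RPM to 54.3 in siPtbp2 and 85.0 in siPtbp1/2, or to 24.6% (23.3 to 26.1) and 38.6% (36.7 to 40.6) of siControl. In siPtbp1, Ptbp2 rose instead to 342 RPM, 155% of siControl. The 34 nt Ptbp2 exon whose loss shifts the reading frame (chromosome 3, from 119427530) went from a PSI of 83.0% in siControl to 99.7% in siPtbp1, 99.1% in siPtbp1/2 and 84.9% in siPtbp2.

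**Figure D1:**
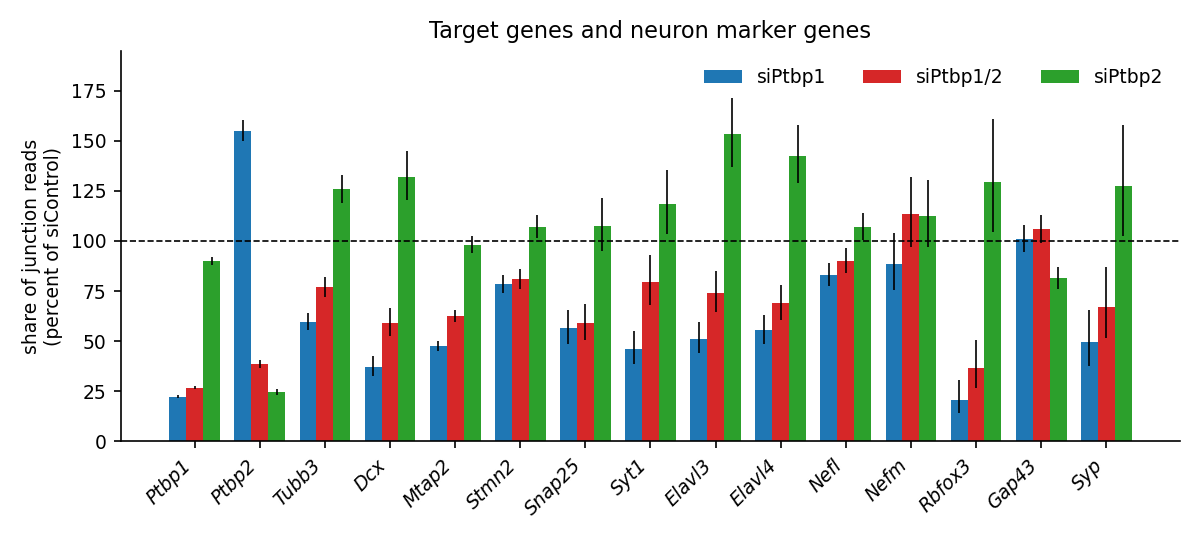
Junction reads of Ptbp1, Ptbp2 and marker genes in each knockdown, as a percentage of their share in siControl. Ptbp1 stood at 22.3% in siPtbp1 and Ptbp2 at 155% in siPtbp1, 38.6% in siPtbp1/2 and 24.6% in siPtbp2.

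Neuron marker genes had lower read shares in both groups with Ptbp1 depletion. Of 13 such genes, 11 stood below siControl in siPtbp1, with a median log2 ratio of -0.85, and 11 in siPtbp1/2, with a median of -0.43, beyond counting error. In siPtbp2, 9 of the 13 stood above siControl and the median was 0.24. Dcx, which encodes a microtubule-binding protein of young neurons, was at 37.2%, 59.1% and 132% of siControl in siPtbp1, siPtbp1/2 and siPtbp2, the neuronal tubulin gene Tubb3 at 59.7%, 76.9% and 126%, and the neuronal splicing factor gene Rbfox3 at 20.7%, 36.5% and 129.5%. For 9 neural progenitor markers the medians were -0.09, -0.02 and 0.24, with single genes apart: the Notch effector gene Hes5 stood at 22.5%, 36.9% and 150.4%, the transcription factor gene Pax6 at 49.3%, 50.3% and 105%, and the intermediate filament gene Vim at 129%, 127% and 118%. Medians were -0.18, -0.50 and 0.26 for 5 pluripotent cell markers, -0.35, 0.11 and 0.01 for 5 astrocyte and oligodendrocyte markers, and 0.16, 0.16 and 0.22 for 11 growth arrest and stress genes, among them the chaperone gene Hspa5 at 145%, 149.6% and 149% and the cell cycle inhibitor gene Cdkn1a at 144%, 129% and 135%. The 10 markers of mesoderm, fibroblasts and endoderm had medians of -0.09, 0.08 and 0.24. Within that list the smooth muscle actin gene Acta2 rose from 45.4 RPM in siControl to 92.6 in siPtbp1, 255 in siPtbp1/2 and 88.1 in siPtbp2, and the collagen gene Col3a1 was abundant throughout, at 6519.9, 7175, 7648 and 8697 RPM in siControl, siPtbp1, siPtbp1/2 and siPtbp2.

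Among the exons with the largest changes after PTBP1 depletion were some of actin-binding, membrane traffic and signalling proteins. A 42 nt exon of Nexn, whose product binds actin filaments, rose from a PSI of 31.7% (14.5 to 56.0) in siControl to 87.0% (61.5 to 96.6) in siPtbp1. A 66 nt exon of Akap13, which encodes an anchor for protein kinase A and Rho signalling, rose from 21% (6.9 to 48.7) to 75.9%. With 20 reads in siControl, it rose by less by junction reads, from 60% to 85.5%. A 129 nt exon of Dennd1a, a regulator of Rab GTPases in endocytosis, rose from 38.6% (28.2 to 50.1) to 92.8% (82.3 to 97.3), and a 45 nt exon of the collagen gene Col25a1 from 34.3% to 88.4%. A 99 nt exon of Flnc, which encodes the actin cross-linker filamin C, fell from 83.1% (74.6 to 89.2) to 26.4% (20.1 to 33.8).

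In siPtbp1, 1692 of 141463 measured events changed, 1040 to higher and 652 to lower inclusion, and 674 of them, 39.8%, moved at least 15 points the same way by junction reads (392 higher, 282 lower). Of the 12 cassette exons with the largest rises, 5 rose by junction reads too: those of 4632411B12Rik (chromosome 1, from 36404062; 15.7% to 79.9%), Nexn (chromosome 3, from 151912624), Akap13 (chromosome 7, from 82828280), Dennd1a (chromosome 2, from 37660592) and Col25a1 (chromosome 3, from 130252955). The other 7, in Akap6 (26.5% to 99.9%), Phldb2 (29.1% to 91.6%), Cadps, Zfp715, Csnk1g1, Sox6 and the DNA repair gene Brca2 (45.4% to 99.9%), had no skipping read in either group, so the junction reads did not show these rises. Among the 10 largest falls only that of Flnc (chromosome 6, from 29402799) was shown by junction reads. An exon of the pseudogene Gm14546 fell from 98.7% to 0% by SpliceTrap with 785 junction reads that all include it, and the falls in Sh3glb1, Fam55d, AW554918, Sema3e, Lin54, 2410004B18Rik and Zfp942 had no skipping read either. The remaining fall was in Tpm1, a tropomyosin gene with mutually exclusive exons, where a 76 nt exon went from 72.7% (68.7 to 76.4) to 12.8% (8.01 to 19.8) by SpliceTrap and from 98.8% to 98.4% by junction reads, while its reads dropped from 1029 to 245. Chosen after their values were seen, exons with at least 50 reads and both estimates changed included those of Palld (palladin, an actin-associated protein), Anxa7 (annexin A7), Dmd (dystrophin) and Ralgapa1 (a Ral GTPase activator), at 9.3% to 60.1%, 2.2% to 48.9%, 23.8% to 68.0% and 21.4% to 69.5%, and lower ones of Sun1 (nuclear envelope), Bin1 (membrane curvature) and Ddr1 (a collagen receptor), at 89.8% to 51.9%, 79.8% to 42.5% and 82.2% to 50.1%. By junction reads alone, 608 cassette exons with at least 10 reads changed where simulated counting error without an effect gave 394 (346 to 433 over 100 simulations), and with at least 50 reads 254 changed where it gave 66.8 (48 to 90).

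Depletion of both proteins moved many of the same genes further and added others. The 51 nt Palld exon (chromosome 8, from 64013655) rose from 9.3% (4.87 to 17.1) in siControl to 87.0% (80.8 to 91.4) in siPtbp1/2. A 57 nt exon of Unc13b, which encodes a protein that primes synaptic vesicles for release, rose from 8.4% (3.77 to 17.7) to 80.9% (63.5 to 91.2). A 42 nt exon of the chromatin factor gene Dpf2 rose from 10.3% (7.28 to 14.4) to 81.9% (77.3 to 85.7), and an 18 nt exon of Pdlim5, a scaffold at actin filaments, from 3.7% to 72.6%. The Flnc exon fell to 17.1% (12.3 to 23.3), and a 192 nt exon of Sun1, which links the nucleus to the cytoskeleton, from 89.8% (79.3 to 95.3) to 35.6% (20.1 to 54.9).

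In siPtbp1/2, 2062 of 141573 measured events changed, 1324 higher and 738 lower, and 1012, 49.1%, moved by junction reads too (602 higher, 410 lower). Of the 12 largest rises of cassette exons, 8 were shown by junction reads, in Ppfibp2 (chromosome 7, from 114872230; 8.9% to 99.9%), Akap13 (98.9%), Palld, Anxa7 (chromosome 14, from 21286680; 77.9%), Magi1 (chromosome 6, from 93630783; 8.9% to 83.7%), Unc13b (chromosome 4, from 43273865), Dpf2 (chromosome 19, from 5903731) and Pdlim5 (chromosome 3, from 141967669). The rises of Akap6 (99.9%), Stat5a (28.9% to 99.9%) and Phldb2 (99.2%) had no skipping read, and the tropomyosin gene Tpm3 went from 28.5% (19.6 to 39.4) to 99.4% (98.3 to 99.8) by SpliceTrap but only from 94.8% to 99.4% by junction reads. Reads of the Tpm3 exon rose from 150 in siControl to 1007 in siPtbp1/2, with 4 and 3 skipping reads. Those of the Phldb2 exon rose from 29 to 194. With so few skipping reads, junction PSI could not show a change of this size. Of the 10 largest falls, those of Flnc, Spata13 (chromosome 14, from 61325551; 95.2% to 35.8%), Sun1 (chromosome 5, from 139705707) and Tmem194b (chromosome 1, from 52699966; 99.9% to 46.9%) were shown by junction reads, and those of Odz2, Tpm1 (11.0%), Pdlim7 (99.9% to 39.7%), Dtx2, Cdh10 and Mmp24 were not. Further exons changed by both estimates, chosen after their values were seen, were those of Fnbp1 (membrane bending, 9.2% to 76.8%), Immt (inner mitochondrial membrane, 89.8% to 44.3%) and the microtubule-associated protein gene Mtap4 (88.2% to 46.0%). By junction reads alone, 891 cassette exons changed where simulated counting error gave 398 (364 to 450), and 453 where it gave 69.1 (48 to 86) with at least 50 reads.

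Depletion of PTBP2 alone left most of these exons near siControl. The Palld exon stood at 14.1% (8.59 to 22.3), the Dennd1a exon at 44.1%, the Flnc exon at 86.6% and the Unc13b exon at 19.1% (11.2 to 30.6) in siPtbp2. The largest rises that junction reads also showed were in Trim68, which encodes a ubiquitin ligase (chromosome 7, from 109828188; 28.5% (8.52 to 63.0) to 92.5% (58.3 to 99.1)), and Rims1, which encodes a protein of the presynaptic release site (chromosome 1, from 22411822; 35.9% (13.5 to 66.7) to 99.9% (58.8 to 100)). Both rested on at most 15 reads per group.

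In siPtbp2, 1376 of 144394 measured events changed, 913 higher and 463 lower, and 414, 30.1%, moved by junction reads too (246 higher, 168 lower). Besides Trim68 and Rims1, an exon outside annotated genes (chromosome 18, from 61804817) rose from 47.3% to 99.9% with a junction change of 20 points. The other largest rises, in Camsap3 (46.4% to 99.9%), Cables1, Zfp760 and Klc3, and all 6 of the largest falls, in the adhesion gene Nrcam (99.9% to 37.0%), Ube2cbp, Odz2, Nav1, AW554918 and the channel gene Trpm3 (99.9% to 49.1%), were not shown by junction reads. Chosen after the values were seen, changes by both estimates with at least 50 reads included Dnm1l, a gene for mitochondrial fission (45% (35.2 to 55.2) to 71.3% (62.5 to 78.7)), and the scaffold gene Sorbs2 (31.8% to 56.0%). By junction reads alone, 380 cassette exons changed where simulated counting error gave 344 (304 to 384), and 92 where it gave 57.0 (40 to 74) with at least 50 reads.

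**Figure D2:**
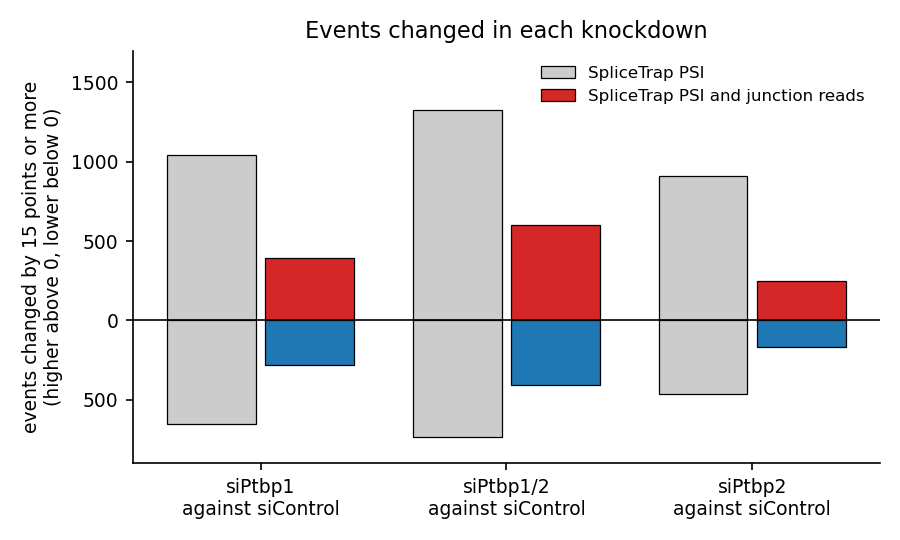
Events with PSI changed by at least 15 points in each knockdown, by SpliceTrap PSI and also by junction reads. The totals were 1692 in siPtbp1, 2062 in siPtbp1/2 and 1376 in siPtbp2, and 674, 1012 and 414 of these also changed by junction reads.

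Cassette exons made up 1436 of the changed events in siPtbp1 (923 higher, 513 lower), 1766 in siPtbp1/2 (1187 higher, 579 lower) and 1174 in siPtbp2 (806 higher, 368 lower). Alternative 3′ splice sites were 129, 147 and 99 of them, alternative 5′ splice sites 89, 101 and 75, and retained introns 38, 48 and 28. Introns were mostly retained less: 31 of the 38 fell in siPtbp1, 37 of the 48 in siPtbp1/2 and 22 of the 28 in siPtbp2. In the last part of the tropomyosin gene Tpm2 (chromosome 4, from 43527734), use of the longer 3′ splice site form rose from 35.2% (27.7 to 43.5) to 80.7% in siPtbp1 and 89.1% (83.4 to 93.0) in siPtbp1/2, and stayed at 30.9% in siPtbp2. The 9 nt segment of Synj1, a phosphatase of synaptic vesicle recycling, fell from 74.1% (52.8 to 88.0) to 33.2% and 7.9% (1.72 to 29.6). At 5′ splice sites, the deubiquitinase gene Usp5 (chromosome 6, from 124768493) rose from 14.1% (10.9 to 18.1) to 45.5% and 64.5% (60.2 to 68.6) and stood at 18.5% in siPtbp2. Introns of 2310022A10Rik (93.5% to 62.3% and 52.0%) and of the Mediator gene Med22 (53.7% to 29.1% and 19.6%) were retained less in siPtbp1 and siPtbp1/2. The other segments named by the rule and shown by junction reads were in Camsap3, 2810474O19Rik, 1810008A18Rik, Enox1, Megf11 and Nudt13 for siPtbp1 and in Tmem194b, Hps1, Zfp827, Zfp446 and Itga2b for siPtbp1/2. Those in Arpc5 (52.9% to 99.9%), Abi2 (42.7% to 88.2%), Asap1 (99.9% to 56.9% in siPtbp1) and Celf2 (68.2% to 40.7%) were not shown by junction reads.

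Some exons that changed in siPtbp1/2 moved the same way, by less, in siPtbp1. Palld at 9.3%, 60.1% and 87.0%, Dpf2 at 10.3%, 41.6% and 81.9%, and Spata13 at 95.2%, 59.7% and 35.8% in siControl, siPtbp1 and siPtbp1/2 are examples. Across 112584 cassette exons measured in all groups, ΔPSI in siPtbp1 and siPtbp1/2 correlated with r = 0.718 (0.715 to 0.720), against 0.544 for siPtbp2 with siPtbp1/2 and 0.586 for siPtbp1 with siPtbp2. All 3 knockdowns share the pooled siControl data, and unchanged groups simulated against the same control gave r = 0.475, 0.497 and 0.501. The covariances were 7.20, 4.60 and 4.23 squared points by SpliceTrap, and the simulations gave 1.79 for each pair. The simulations drew junction reads, so their values compare with those by junction reads and not with those by SpliceTrap. By junction reads r was 0.676, 0.461 and 0.504 and the covariances were 5.03, 2.84 and 2.46. For both pairs with siPtbp2 r was thus below or near that of the simulations. The covariances of all 3 pairs nevertheless lay above the highest simulated value, 1.95 for each pair. The simulations hold counting error only and leave out other differences of the control pool. Of the changed exons, 502 were higher and 182 lower in both siPtbp1 and siPtbp1/2, where 4.87 and 1.28 would be shared by independent lists. The like counts were 346 and 94 for siPtbp2 with siPtbp1/2 (3.87 and 0.779 for independent lists) and 320 and 96 for both single knockdowns (2.92 and 0.711). The control could not be split, because the deposited control table pools both control samples, so part of each excess may come from the shared control. Without a shared library, PTBP1 depletion measured in the presence of PTBP2 (siPtbp1 minus siControl) and in its absence (siPtbp1/2 minus siPtbp2) correlated with r = 0.346, with 187 exons higher and 100 lower in both (2.72 and 1.13 for independent lists). PTBP2 depletion measured in the presence and absence of PTBP1 correlated with r = 0.0618, with 28 and 25 exons in common (1.73 and 0.455). All these overlaps for independent lists treat the 112584 exons as equally able to change. Only 6171 of them had a control PSI of 5 to 95%, so the expected overlaps are too low, and no excess over them was tested.

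Some exons responded far more when both proteins were depleted than after either single depletion. The Unc13b exon stood at 8.4% in siControl, 17.1% in siPtbp1, 19.1% in siPtbp2 and 80.9% in siPtbp1/2. An 89 nt exon of Magi1, a scaffold at cell junctions, stood at 8.9%, 24.7%, 12% and 83.7%, and an 81 nt exon of the endocytic scaffold gene Itsn2 (chromosome 12, from 4647719) at 0.8% (0.0803 to 7.49), 10.3%, 1.7% and 62.2% (46.9 to 75.4). A 66 nt exon of Ap2a1, an adaptor subunit in clathrin-coated pits (chromosome 7, from 52158832), stood at 10.7% (6.61 to 16.9), 29.8%, 15.1% and 78.0% (70.3 to 84.2), and a 46 nt exon of the synaptic scaffold gene Dlg3 (chromosome X, from 98005201) at 44.1%, 35.2%, 48.0% and 99.9%. With the Pdlim5 and Ppfibp2 exons these were 7 of the 8 exons with the largest excess over the larger single change, and all 7 were shown by junction reads. The exception was Cacna1c, a calcium channel gene, at 96.9% in siControl and 44.0% in siPtbp1/2 with 20 reads and 90.5% by junction reads.

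**Figure D3:**
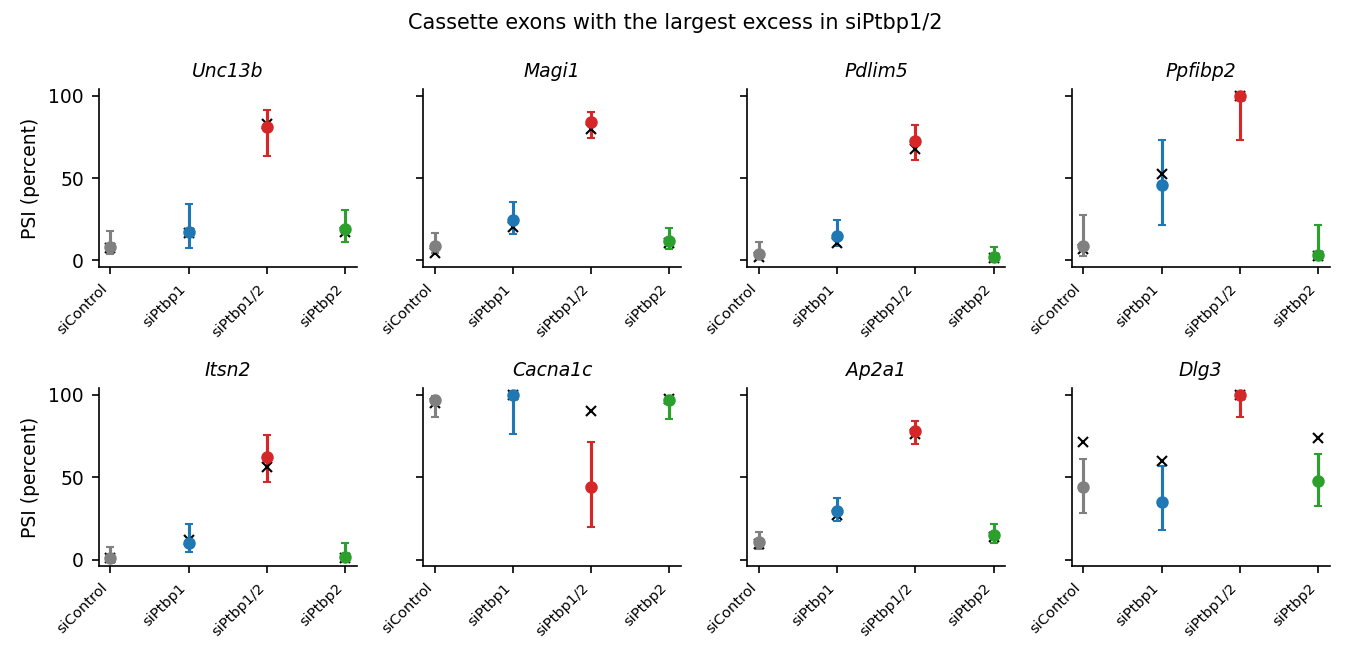
PSI of the 8 exons with the largest excess of the siPtbp1/2 change over the larger single change, by SpliceTrap (dots, with intervals for counting error) and by junction reads (crosses). The Unc13b exon was included at 8.4%, 17.1%, 19.1% and 80.9% in siControl, siPtbp1, siPtbp2 and siPtbp1/2.

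Of 1249 cassette exons that changed in siPtbp1/2, 746, or 59.7%, changed by at least 15 points there and by less than 20 points in each single knockdown (487 higher, 259 lower), and 419 of the 746 moved at least 15 points by junction reads in siPtbp1/2 as well. This rule admits exons that moved by up to 20 points in a single knockdown. The median excess of the siPtbp1/2 change over the sum of both single changes, taken in the direction of change, was -1.4 points (-2.7 to 0.3) over the 1249 exons and 6.3 points (4.5 to 7.9) over the 610 exons that changed in siPtbp1/2 by both estimates. The excess was at least 15 points for 238 of the 1249 and for 154 of the 610. Set directly against siPtbp1, siPtbp1/2 had 381 cassette exons higher and 232 lower by at least 15 points, of which 200 and 101 were shown by junction reads.

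PTB target genes named in the study text included a GABA receptor gene, a postsynaptic scaffold gene, RNA regulators and a glycoprotein-processing enzyme. The 151 nt exon of the GABA receptor gene Gabbr1 (chromosome 17, from 37204159) rose from 55.9% (48.5 to 63.1) to 95.7% in siPtbp1 and 98.1% in siPtbp1/2. The 34 nt exon of Rod1, which encodes the related protein PTBP3 (chromosome 4, from 59559021), rose from 22.2% (16.4 to 29.3) to 72.1% and 88.8%, and a 66 nt exon of the glucosidase gene Ganab from 17.2% (14.5 to 20.3) to 42.9% and 69.1% (65.2 to 72.8). The exon of Dlg4, which encodes the postsynaptic scaffold PSD-95 (chromosome 11, from 69857160), stood at 45.5% (38.4 to 52.8) in siControl, 53.3% in siPtbp1, 58.1% in siPtbp2 and 87.1% (81.7 to 91.1) in siPtbp1/2. The exon of each gene, here and for the further targets below, was the measured exon with the largest change in siPtbp1/2. It was 1 of 19 measured exons in Fgfr2 and of 45 in Cacna1c, for example, and need not be the exon known to be under PTB control. The genes named in the study text were picked with these samples, so they are not independent evidence.

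By SpliceTrap, 16 of the 20 genes changed in siPtbp1/2, 15 of them by junction reads too, 12 in siPtbp1 and 0 in siPtbp2. The others that rose in siPtbp1/2 were Mink1 (33.7% to 81.8%), Tnrc6a, a gene of microRNA silencing (13.3% to 79.6%), Dock7 (36.2% to 66.4%), Tcf20 (17.9% to 63.6%), Med23 (28.6% to 63.2%), the homeobox gene Pbx1 (33.3% to 56.8%), Ptbp2, Magi1 and Ap2a1. Gatad2a (36.1% to 19.6%), Fam38a, a gene for a mechanosensitive channel (91.2% to 73.4%), and Tpm1 fell, and Tpm1 was the change not shown by junction reads. Rbm27 (81.4% to 95.4%), Pkm2 (99.6% to 99.9%), Eif4g2 (93.4% to 96.9%) and a Ptbp1 exon (45.7% to 49.3%) moved by less than 15 points. The single knockdown counts differ by junction reads, where the Dlg4 exon moved by 22.6 points in siPtbp1 and 21.7 in siPtbp2. In siPtbp1 the Pbx1 exon rose to 48.2%, by 14.9 points by SpliceTrap and 17.1 by junction reads. The Med23 exon moved there by 15.3 and 14.9 points. Of 12 further PTB targets from general knowledge, 9 had a measured exon and 5 changed in siPtbp1/2: those of the kinase gene Src (15.6% to 38.9%) and the growth factor receptor gene Fgfr2 (69.6% to 40.3%) by both estimates, and Actn1 (44.6% to 84.5%), Tpm2 (96.7% to 58.4%) and Cacna1c by SpliceTrap but not by junction reads. Reads of the Actn1 exon rose from 185 to 434 and those of the Tpm2 exon fell from 205 to 75, with at most 8 skipping reads in a group. Clta (1.3% to 15.7%), Cltb, Fas and Flna moved by less than 15 points, although the Clta exon moved by 22.9 points by junction reads, and none of the 9 exons changed in siPtbp2. Gabrg2 was not measured, and Ptbp3 and Pkm, newer symbols of Rod1 and Pkm2, had no exon under those names. Over all measured exons of each list, the target genes had 1 higher and 0 lower in siPtbp1/2, the targets in the study text 13 and 4, the list of Pkm2, Eif4g2, Dlg4 and Ptbp1, kept apart from those targets, 1 (Dlg4) and 0, and those from general knowledge 9 and 4. That last list has 16 measured genes and also counts genes that the study text names, such as Rod1, Gabbr1, Dlg4 and Ptbp2, so its count is not independent of them.

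A part of the exons listed by the study as more included in motor neurons than in NPCs rose when PTB proteins were depleted. The Gabbr1, Dlg4, Rod1 and Mink1 exons above belong to that list, and those of Gabbr1, Rod1 and Palld to the list risen in ESCs without PTBP1. Of 425 measured exons in that list, 158 (37.2%) were higher and 14 lower in siPtbp1/2, 76 and 20 in siPtbp1, and 20 and 5 in siPtbp2. The median changes were 6.9, 1.9 and 2.1 points, and in every knockdown the median exceeded all random lists matched on reads and control PSI (percentile 100). The list of exons less included in motor neurons moved the other way in siPtbp1/2, with 60 of 566 lower and 34 higher and a median of -0.9 points, below all matched lists. Its medians in siPtbp1 and siPtbp2, -0.3 and -0.1 points, also lay below all matched lists, although 17 exons were higher and 7 lower in siPtbp2. Together, 116 of 991 exons (11.7%) moved the neuronal way in siPtbp1, 218 (22.0%) in siPtbp1/2 and 27 (2.73%) in siPtbp2, and 47, 48 and 22 moved the other way. The motor neuron samples and the ESC samples used to choose these lists are not among the 8 samples here.

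Many exons that rose in ESCs without PTBP1 also rose in NPCs without both proteins, and fewer in siPtbp1. Of 194 such exons, 74 (38.1%) were higher and 0 lower in siPtbp1 and 120 (61.9%) and 0 in siPtbp1/2, with medians of 11.3 and 22.7 points, against 6 higher and 2 lower in siPtbp2. Of 163 exons that fell in those ESCs, 26 were lower and 4 higher in siPtbp1 and 46 and 1 in siPtbp1/2, with medians of -3.1 and -8.3 points. In siPtbp2, 1 of these fallen exons was lower and 7 were higher. For ESCs without both proteins, 122 of 205 risen exons were higher and 1 lower in siPtbp1/2, with a median of 22.2 points, and 47 of 165 fallen exons were lower and 1 higher, with a median of -9.5 points. In siPtbp2, 5 of those risen exons were higher and 2 lower, and 2 of the fallen exons were lower and 7 higher.

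**Figure D4:**
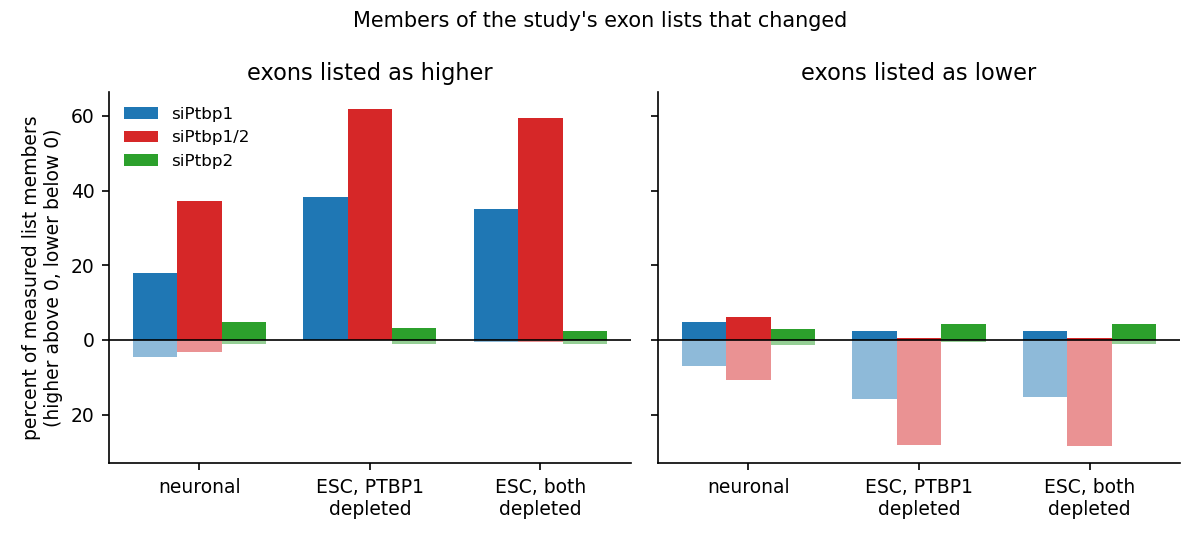
Changes in each knockdown of exons that the study lists as changed between NPCs and motor neurons or in depleted ESCs. Exons more included in motor neurons rose by a median of 6.9 points in siPtbp1/2, and those risen in ESCs without PTBP1 by 22.7 points.

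In siPtbp1/2, changed exons were more frequent in genes of the cytoskeleton, of synapses and adhesion, and of small GTPase regulation than in all genes. The examples in this paragraph were chosen after their values were seen. The lists also count PTB targets that the study text names and that were picked with these samples. These include Magi1, Ap2a1, Gabbr1 and Dlg4 for synapses, Dock7 for GTPase regulation, and Rod1, Tnrc6a and Ptbp2 for RNA binding. Tcf20, Med23, Pbx1 and Gatad2a are among the transcription regulators. Random lists were matched on reads and not on control PSI, so a percentile can also reflect more alternative exons in a list. In siPtbp1/2, 47 of 1941 exons of the cytoskeleton and motor list were higher and 15 lower, 3.19% of the list against 1.11% of all exons, including exons of the microtubule plus-end gene Clip2 (10.1% to 65.9%), the supervillin gene Svil (5.8% to 51.8%), the dystonin gene Dst (16.4% to 56.2%) and the spectrin gene Spna2 (6.3% to 37.0%). The synapse, adhesion and membrane traffic list had 37 higher and 10 lower of 1329 (3.54%), with Sorbs1 (6.1% to 58.5%), the exocyst gene Exoc7 (12.1% to 56.6%), the dynamin gene Dnm1 (50.2% to 87.3%) and Homer1 (25.0% to 53.2%). Small GTPase regulators had 29 higher and 7 lower of 1616 (2.23%), with Vav2 (13.4% to 61.0%) and Arhgef11 (31.4% to 65.6%). All 3 counts stood at percentile 100 of random lists matched on reads, and 30 and 7, 23 and 6, and 17 and 4 of these exons were higher and lower by junction reads too. RNA-binding and splicing genes had 14 higher and 6 lower of 1115 (1.79%, percentile 100), 10 and 2 of them by junction reads too. Among them were Rbfox2 (25.2% to 62.0%) and Mbnl1 (48.5% to 73.9%), which rose, and Mbnl2 (92.4% to 72.4%), which fell. Transcription regulators had 10 higher and 8 lower of 1126 (1.60%, percentile 99.7), among them Tcf7l2 (38.2% to 17.2%), but only 4 and 3 by junction reads (percentile 90.1). Higher and lower counts for these 5 lists in the order given were 21 and 14, 18 and 7, 20 and 9, 9 and 5, and 11 and 4 in siPtbp1, and 12 and 3, 13 and 3, 10 and 3, 6 and 4, and 7 and 5 in siPtbp2. The siPtbp1 shares were 1.80%, 1.88%, 1.795%, 1.26% and 1.33%, against 0.894% of all exons, at percentiles 100, 99.97, 99.97, 99.99 and 99.7. By junction reads too, the siPtbp1 percentiles were 100, 100, 99.85, 100 and 94.1. The siPtbp2 shares were 0.773%, 1.20%, 0.805%, 0.897% and 1.07%, against 0.650% of all exons, at percentiles 99.5, 98.6, 80.9, 99.98 and 99.8 of matched lists. By junction reads too, 0 and 1, 3 and 2, 1 and 3, 3 and 1, and 0 and 0 of these exons were higher and lower in siPtbp2. With both directions together these counts lay at percentiles 56.4, 93.7, 86.4, 100 and 21.4. Neuron markers had 2 of 64 exons higher in siPtbp1/2 (3.1%, percentile 89.5), 4 in siPtbp1 (6.25% against 0.894% of all exons, percentile 99.8) and 2 in siPtbp2 (percentile 96.2). By junction reads too, 0, 1 and 0 of them were higher. Neural progenitor markers had 2 of 93 exons higher in siPtbp1/2 (2.15%, percentile 90.5), including Prom1 (24.0% to 48.3%), and 1 in each single knockdown. Neither list had a lower exon. No exon of the pluripotent, astrocyte and oligodendrocyte, mesoderm, fibroblast and endoderm, or growth arrest and stress lists changed in any knockdown.

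Exons that rose after depletion of both proteins more often had a length of at most 27 nt and followed more pyrimidine-rich introns than unchanged exons, and exons changed in the other comparisons shared these traits in part. Of the 417 exons that rose in siPtbp1/2 by both estimates, among them the 18 nt exon of Pdlim5 and the 24 nt exon of Mink1, 12.7% (9.85 to 16.3) were at most 27 nt long, against 0.528% of unchanged exons. Of the same exons, 70.3% (65.7 to 74.5) had a length that is a multiple of 3, against 39.4% of unchanged exons. Few unchanged exons are alternative, since only 6171 of 112584 exons measured in all groups had a control PSI of 5 to 95%. A change by both estimates needs skipping reads, so the contrasts in length cannot be told apart from those between alternative and rarely skipped exons. The median pyrimidine content of the 100 nt upstream was 65% (64 to 66), against 55% for unchanged exons, and 52.8% against 27.4% held at least 2 TCTT motifs there. By SpliceTrap alone the 892 risen exons had a median of 61% (60 to 61), 7.06% were at most 27 nt long, 55.0% had a length that is a multiple of 3, and the median length was 116.5 nt (108 to 125), against 122 nt for unchanged exons. Exons that rose by both estimates in siPtbp1 had 63% (61 to 65) pyrimidines upstream, and 46.2% held at least 2 TCTT motifs there. Those that rose in siPtbp2 were at most 27 nt long in 11.3% (7.06 to 17.5) and a multiple of 3 in 57.0%, and those that fell in siPtbp1 in 7.48% and 67.4%. Exons that rose and fell by both estimates in siPtbp2 had 58% (55 to 59) and 58% (55 to 60) pyrimidines upstream. Of these, 36.6% and 28.6% held at least 2 TCTT motifs there. The pyrimidine and motif contrasts use the same unchanged exons as those in length, so part of each may reflect alternative exons too. The 230 exons that fell in siPtbp1/2 by both estimates, like that of Flnc, had 57% (55 to 58) pyrimidines upstream, 59.6% had a length that is a multiple of 3, and 24.4% of them against 14.8% of unchanged exons held at least 2 TCTT motifs in the 100 nt downstream.

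**Figure D5:**
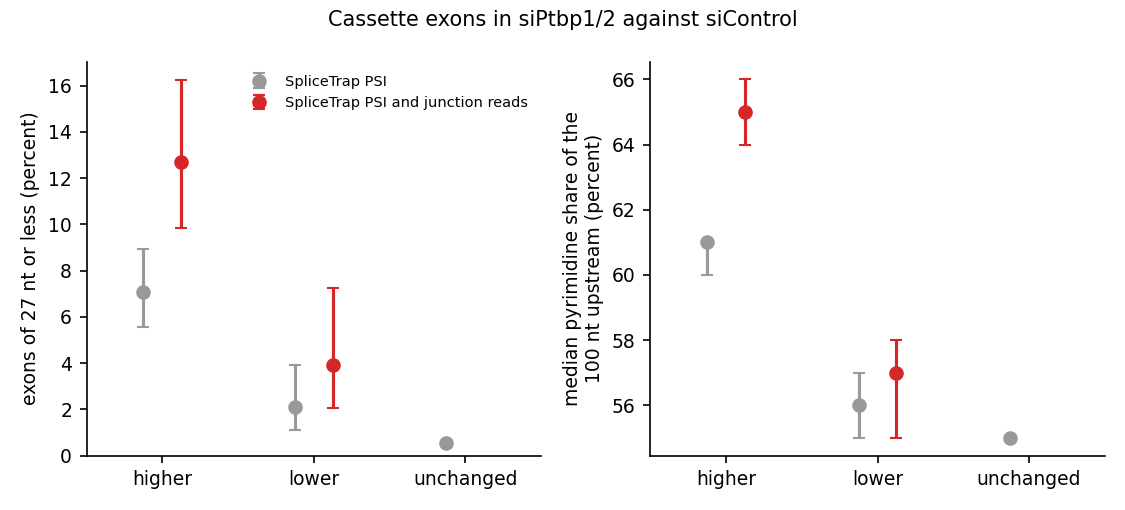
Exon length and pyrimidine content of the upstream intron for exons changed in siPtbp1/2 and unchanged exons. Exons that rose by both estimates had a median of 65% pyrimidines upstream, against 55% for unchanged exons.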

Values the study reported

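The study reported that PTBP1 protein fell by 85% in NPCs treated with Ptbp1 siRNA, that PTBP2 protein then rose 4-fold, and that 93% of PTBP2 was removed from NPCs in the knockdown of both. It stated a correlation of R² = 0.97 between PSI values of each pair of siRNA sets before pooling. With a ΔPSI of at least 15% and a p-value below 0.05, it counted 325 events altered by PTBP1 depletion in NPCs, of which 264 were cassette exons, 44 were alternative splice sites and 17 were retained introns. Of the neuronal exons, 16% were regulated by PTBP1 and 30% responded in the double knockdown. The changes after single and double knockdown in NPCs correlated with R² = 0.69. For Dlg4 exon 18 it gave ΔPSI values of 8% after PTBP1 knockdown, 13% after PTBP2 knockdown and 42% after knockdown of both.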

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

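The junction-read values beside each exon were tests added after the SpliceTrap values had been seen. Among 99 named exons, 5 changed by at least 15 points in opposite directions when the same protein was depleted in the presence and in the absence of the other, and the difference was not tested. PTBP2 depletion raised a Zfp715 exon by 26.9 points with PTBP1 present and changed it by -32.2 points with PTBP1 depleted, and raised the 42 nt exon of the actin-binding gene Nexn by 28.9 points and changed it by -21.7 points. For an AW554918 exon the values were -54.7 points with PTBP1 present and 15.3 points with it depleted. PTBP1 depletion raised a Zfp760 exon by 24.0 points with PTBP2 present and changed it by -36.0 points with PTBP2 depleted. The exon outside annotated genes on chromosome 18 changed by 35.6 and -38.7 points on PTBP1 depletion, and by 52.6 and -21.7 points on PTBP2 depletion. Junction reads showed opposite changes of at least 15 points for Nexn alone, at 28.8 and -19.1 points, with as few as 21 reads in a group. The named exons were picked for large changes from the shared siControl pool, which enters the first value of each pair, and no biological explanation was tested.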

How the results depend on the processing

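The tests that required both estimates, compared differences without a shared library, or recomputed the correlation, the exons of the joint rule and the target exons from junction reads were chosen only after the results were seen. No paired analysis was possible because the files pool both siRNA sets, and leaving out each siRNA set was not run for the same reason. None of the correlations and list percentiles recomputed under the alternatives reversed, while counts and shares were compared by size alone. Outside these alternatives, the balance of 2 gene lists in siPtbp2 turned when junction reads were required. The cytoskeleton list then had 0 higher and 1 lower, and the small GTPase list 1 higher and 3 lower. Of 49 alternative values for the main results, 19 stayed close to the reported value. The median excess of the siPtbp1/2 change over the summed single changes was not among them, and it was -1.4 points by SpliceTrap and 6.3 points for exons changed by both estimates. Changed events in siPtbp1, siPtbp1/2 and siPtbp2 numbered 3307, 3725 and 2921 at 10 points, 923, 1231 and 683 at 20 points and 310, 479 and 186 at 30 points, which follows from the threshold itself. They numbered 909, 1161 and 715 with at least 50 reads, 715, 976 and 506 with intervals that do not overlap, and 674, 1012 and 414 by both estimates. By junction reads alone siPtbp2 had 894 changed events, 480 higher and 414 lower, or 53.7% higher against 66.4% by SpliceTrap, siPtbp1 had 1184 (630 and 554, 53.2% against 61.5%) and siPtbp1/2 had 1580 (878 and 702, 55.6% against 64.2%). Counts without a minimum of reads (1728, 2094 and 1404), with 20 reads (1472, 1819 and 1170) and with merged events (1482, 1763 and 1221) were within 1.5 times those reported. The correlation of siPtbp1 with siPtbp1/2 was 0.753 for 6171 exons with a control PSI of 5 to 95%, 0.759 with at least 50 reads, 0.676 by junction reads and 0.346 without a shared library. Exons that met the joint rule (at least 15 points in siPtbp1/2, below 20 in each single knockdown), 746 as reported, numbered 113 with stricter limits of 10 and 20 points, 460 with at least 50 reads, 3251 on the logit scale and 631 by junction reads. Changed exons in the 5 functional gene lists, 183 in siPtbp1/2, numbered 279 at 10 points and 106 by both estimates. The median upstream pyrimidine content of risen exons, 61%, was 62% at 20 points and 65% by both estimates. The neuronal way was taken by 286 exons at 10 points, 177 with at least 50 reads and 182 by both estimates, against 218. Ptbp1 in siPtbp1 stood at 22.5% without the 100 events with most reads. Apart from the thresholds, the cause was not tested for any of these changes. Depth limits PSI most for exons with few reads: the median event with a quality mark had 169 reads in siControl and 160 in siPtbp1/2.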

Other observations

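The gene read shares, the Tra2a and Col13a1 exons and the tests of read number, of skipping reads, of neuron markers and of Ptbp1 depth were chosen only after the results were seen. The genes below were picked by their read shares, and no list of such genes was tested. Among 9429 genes with at least 200 reads in a group, Tagln, which encodes the actin-binding protein transgelin, had the largest gain in siPtbp1/2 and rose by 2.62 (2.46 to 2.77) on the log2 scale, the actin gene Acta2 by 2.49 (2.40 to 2.58) and the myosin light chain gene Myl9 by 2.16. Tagln stood at 14.9 RPM (reads per 1000000 junction reads) in siControl, 35.4 in siPtbp1, 91.6 in siPtbp1/2 and 19.8 in siPtbp2. The cardiac actin gene Actc1 rose in siPtbp1/2 and in siPtbp2, by 1.55 and 1.44, while another myosin light chain gene, Myl7, was among the lowest in siPtbp1/2 (-1.73). Cald1, for the actin-binding protein caldesmon, went from 431 RPM to 234 in siPtbp1, 114 in siPtbp1/2 and 345 in siPtbp2, and Iqgap1, for a scaffold of small GTPases, from 246 to 145, 64.3 and 249. In siPtbp1 the axonemal dynein gene Dnahc9 (-3.00), the protocadherin gene Pcdh17 (-1.89), the postsynaptic scaffold gene Shank1 (-1.78) and the neuronal splicing regulator gene Srrm4 (-1.74) were among the lowest log2 ratios, beside Ptbp1 itself (-2.16). The medians over all these genes were -0.07, -0.04 and 0.00 in siPtbp1, siPtbp1/2 and siPtbp2. Junction reads of a gene also move with its splicing, and whether RNA levels changed was not tested.

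A 306 nt noncoding exon of Tra2a, a gene for a splicing activator (chromosome 6, from 49202802), was included less in all 3 knockdowns. Its PSI was 53.7% (48.4 to 58.9) in siControl, 33.3% (29.0 to 38.0) in siPtbp1, 29.7% (25.4 to 34.3) in siPtbp1/2 and 29.4% (25.6 to 33.5) in siPtbp2, and junction reads gave 34.8%, 15.8%, 14.1% and 13.7%. An exon of the collagen gene Col13a1 was also included less in all 3, at 98.4%, 73.9%, 74.6% and 68.2%. All 3 comparisons rest on the same pooled siControl data, and a difference of that pool alone was not tested.

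The study's count of altered events rests on a p-value that was not applied here, so its number and the counts above have different thresholds and were not compared. For the Dlg4 exon, ΔPSI was 7.8, 12.6 and 41.6 points in siPtbp1, siPtbp2 and siPtbp1/2 by SpliceTrap, and junction reads gave 22.6, 21.7 and 46.4 points.

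Many changes of SpliceTrap PSI were not shown by junction reads, as with Akap6, Gm14546 and Tpm1. Few reads as the cause are argued against, since 52.0% (48.5 to 55.5) of 775 changed exons with at least 50 reads in siPtbp1/2 lacked the junction change, against 49.9% (45.7 to 54.1) of 549 with fewer. Control by PTB proteins like that of the other exons is argued against too, for the set as a whole. The 475 risen exons without the junction change had a median of 57% (56 to 58) pyrimidines upstream, against 65% (64 to 66) of 417 exons with it and 55% of unchanged exons. A median cannot exclude such control for part of the 475 exons. An estimate set by exon coverage may account for part of the changes that junction reads did not show, since 43.7% of 677 had no skipping read in either group. This cannot be told apart from other sources because an exon with the junction change needs a skipping read by construction. For the Tpm1 exon, in a gene with mutually exclusive exons and with at most 6 skipping reads in a group, a change seen by coverage alone stays open. It also stays open for the exons of Tpm3, Actn1, Tpm2 and Phldb2, which had few or no skipping reads. Their read numbers moved the same way as SpliceTrap PSI, but reads also move with the RNA level of a gene.

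The higher inclusion of neuronal exons in siPtbp1/2, seen in Gabbr1 and Dlg4, was set against a larger share of neurons in the cultures. That explanation is argued against by the neuron marker genes, with a median log2 ratio of -0.43 and 11 of 13 below siControl. A general movement of exons with like PSI and reads is argued against as well, since the median of 6.9 points lay at percentile 100 of matched lists. The smaller medians in siPtbp1 and siPtbp2 lay at percentile 100 too, so that percentile is not particular to depletion of both proteins. In siPtbp2 the neuron markers had a median log2 ratio of 0.24, with 9 of 13 above siControl and 1 below. A larger share of neurons therefore stays open for the shift in siPtbp2. Loss of repression by both proteins may account for the rise in siPtbp1/2, as a hypothesis found and tested on the same data, and differences between the pooled libraries other than the siRNAs remain untested.

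Exons such as those of Unc13b and Itsn2 changed far more when both proteins were depleted. A deeper loss of Ptbp1 is argued against, since Ptbp1 stood at 174 (169 to 180.0) RPM in siPtbp1/2 and at 145 (141 to 149.8) in siPtbp1. Single changes that add up cannot be told apart from a joint effect over the whole set: by junction reads 631 exons met the rule, where added single changes gave 1108 (1057 to 1178), but that simulation adds counting error to single changes that already hold it and so gives too many. Mutual compensation of PTBP1 and PTBP2 may account for the exons with the largest excess, and the protein level of either was not measured in these data.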
